# BCAS2 is involved in alternative mRNA splicing in spermatogonia and the transition to meiosis

**DOI:** 10.1038/ncomms14182

**Published:** 2017-01-27

**Authors:** Wenbo Liu, Fengchao Wang, Qianhua Xu, Junchao Shi, Xiaoxin Zhang, Xukun Lu, Zhen-Ao Zhao, Zheng Gao, Huaixiao Ma, Enkui Duan, Fei Gao, Shaorong Gao, Zhaohong Yi, Lei Li

## Abstract

Breast cancer amplified sequence 2 (BCAS2) is involved in multiple biological processes, including pre-mRNA splicing. However, the physiological roles of BCAS2 are still largely unclear. Here we report that BCAS2 is specifically enriched in spermatogonia of mouse testes. Conditional disruption of *Bcas2* in male germ cells impairs spermatogenesis and leads to male mouse infertility. Although the spermatogonia appear grossly normal, spermatocytes in meiosis prophase I and meiosis events (recombination and synapsis) are rarely observed in the BCAS2-depleted testis. In BCAS2 null testis, 245 genes are altered in alternative splicing forms; at least three spermatogenesis-related genes (*Dazl*, *Ehmt2* and *Hmga1*) can be verified. In addition, disruption of *Bcas2* results in a significant decrease of the full-length form and an increase of the short form (lacking exon 8) of DAZL protein. Altogether, our results suggest that BCAS2 regulates alternative splicing in spermatogonia and the transition to meiosis initiation, and male fertility.

## Abstract (web summary)

Breast cancer amplified sequence 2 (BCAS2) is involved in pre-mRNA splicing but its physiological role is unclear. Here, the authors find BCAS2 enriched in mice spermatogonia in the testes, and BCAS2 deletion in germ cells alters alternative splicing of spermatogenesis-related genes, causing male infertility.

Alternative pre-mRNA splicing is critical for post-transcriptional regulation of gene expression, during which particular exons from the same pre-mRNA might be excluded, included or modified to produce multiple mature mRNAs, often in an organ-, tissue- or cell-type-specific manner^1^,^2^,^3^. Thus, alternative splicing significantly expands the form and function of the genome of organisms with limited gene number and is especially important for highly complex organisms and tissues^4^,^5^. Highly complex tissues, such as the testis and brain, have more gene splicing variants than any other tissues^4^,^6^,^7^. In mouse testis, spermatogenesis is a complex process involving mitotic cell division, meiosis and spermiogenesis to give rise to haploid spermatozoa. Alternative splicing variants, especially exon-skipping forms, are enriched in several stages of mouse spermatogenesis^7^,^8^,^9^. In addition, a number of trans-acting regulators of pre-mRNA splicing are primarily or exclusively expressed in the testis^9^,^10^.

Substantial evidence suggests that pre-mRNA splicing is an important regulator of mouse spermatogenesis. Although the roles of most spliced forms of specific genes during this process are unclear, several genes important for spermatogenesis have specific splice variants in different developmental stages. For example, *c-kit* is specifically expressed in differentiating spermatogonia and is essential for the survival and proliferation of pre-meiotic germ cells^11^,^12^,^13^. However, the truncated form of *c-kit* (*tr-kit*) is expressed in the post-meiotic stages of spermatogenesis and enriched in spermatozoa, and could trigger parthenogenesis activation when injected into the cytoplasm of MII oocytes^14^,^15^. In addition, numerous trans-acting regulators of pre-mRNA splicing are important for spermatogenesis. For example, *Ptbp2*, a key alternative-splicing regulator in the nervous system, is critical for male germ cell survival and male fertility through regulating the proper alternative splicing of germ cell messenger RNAs (mRNA) in the testis^16^. *Rbm5*, a male germ cell splicing factor, is essential for the appropriate alternative splicing of pre-mRNAs involved in spermatid differentiation^17^. *Ranbp9* (Ran-binding protein 9) is also involved in regulating the proper splicing pattern of some spermatogenic mRNAs by interacting with several essential splicing factors (e.g., SF3B3 and HNRNPM) and poly (A) binding proteins (PABPs)^18^. Despite protracted effort, deciphering how alternative pre-mRNA splicing functions during spermatogenesis remains a great challenge for the field.

Breast carcinoma amplified sequence 2 (BCAS2) is preferentially known as pre-mRNA splicing factor SPF27 and was originally characterized as an up-regulated gene by amplification in human breast cancer cells^19^,^20^. Subsequent studies reveal that BCAS2 is a core component of the CDC5L/Prp19 complex^21^. The Prp19 complex is highly conserved and is involved in the assembly and conformation of the spliceosome, especially important for the catalytic activation of the spliceosome^21^,^22^,^23^. Mutation of the yeast BCAS2 ortholog Cwf7 or Snt309 results in the accumulation of pre-mRNA^24^,^25^. In *Drosophila melanogaster*, BCAS2 is essential for viability and may function in pre-mRNA splicing^26^,^27^. BCAS2 has also been shown to be involved in DNA damage repair through the replication protein A (RPA) complex in various cell lines^28^,^29^. Recently, we found that maternal BCAS2 responds to endogenous and exogenous DNA damage in mouse zygotes and maintains the genomic integrity of mouse early embryos through RPA (ref. 30). Thus, the roles of BCAS2 are context-specific depending on the model system. Currently, the physiological function of BCAS2 is still largely unclear.

In this study, we found that BCAS2 was comparatively enriched in spermatogonia of the mouse testis. Disruption of BCAS2 in germ cells with *Vasa-Cre* led to male infertility, but has little effect on spermatogonia. Although the spermatogonia were grossly normal, spermatocytes in meiosis prophase I were scarce and meiosis events did not occur in the BCAS2-depleted testis. We further showed that BCAS2 was involved in pre-mRNA splicing in spermatogonia in the mouse testis. Our data reveal a critical role of BCAS2 involving in pre-mRNA splicing of spermatogonia and the transition to meiosis, and male fertility.

## Results

### The expression of BCAS2 in mouse testes

To explore the potential function of BCAS2 in mouse spermatogenesis, we first examined the expression of BCAS2 in the testis by immunostaining with rabbit anti-BCAS2 antibody. BCAS2 was expressed in the nucleus of both germ cells and somatic cells during testis development (Fig. 1a). Interestingly, in embryonic day 15.5 (E15.5) and newborn mouse testes, BCAS2 expression was relatively high in the prospermatogonia located in the centre of the seminiferous tubules of the testes. At postnatal day 5 and 14 (P5 and P14), BCAS2 was enriched in certain cells located in the basement membrane (Fig. 1a).

Then, we used a differential adhesion method to enrich spermatogenic cells and somatic cells from the testes of P9 mice based on that somatic cells are mainly attached to the bottom of the culture plate, while spermatogenic cells are enriched in the suspended cells^31^. Real-time RT-PCR and flow cytometry analysis using germ cell and somatic cell markers showed that the enrichment was efficient (Supplementary Fig. 1a,b). Next, we examined the expression of *Bcas2* in these two types of cells using real-time RT-PCR and Western blotting. Our results showed that both mRNA and protein levels of *Bcas2* were relatively high in the fraction of spermatogenic cells (FSPCs) (Fig. 1b,c). To further investigate the identity of the BCAS2-enriched cells, we co-stained BCAS2 with the spermatogonia-specific transcription factor PLZF (Promyelocytic leukaemia zinc finger) in P8 mouse testes. The expression of BCAS2 was comparatively enriched in PLZF-positive cells (Fig. 1d).

### BCAS2 is essential for male fertility and spermatogenesis

To investigate the function of *Bcas2* in spermatogenesis, *Bcas2* was specifically deleted from mouse germ cells by crossing *Bcas2*^*Floxed/Floxed*^ (*Bcas2*^*F/F*^) mice^30^ with *Vasa-Cre* transgenic mice in which the recombinase is specifically active in germ cells as early as E15.5 (ref. 32). The results of real-time RT-PCR (Fig. 2a) and Western blotting (Fig. 2b,c) showed that BCAS2 was reduced in P8 testes of *Bcas2*^*F/*−^*;Vasa-Cre* mice. BCAS2 staining showed that the protein was dramatically decreased in PLZF-positive cells from *Bcas2*^*F/*−^*;Vasa-Cre* testes (Fig. 2d). Thus, we successfully established male germ cell-specific knockout mice for *Bcas2*, as early as P8 in the spermatogonia.

*Bcas2*^*F/*−^*;Vasa-Cre* male mice developed to form grossly normal adults. Although copulatory plugs were routinely observed, no pups were obtained when adult *Bcas2*^*F/*−^*;Vasa-Cre* males mated with normal fertile females (Table 1). Compared with controls, the testes of adult (more than two-month-old) and one-month-old *Bcas2*^*F/*−^*;Vasa-Cre* males were much smaller (Fig. 2e; Supplementary Fig. 2a) and the testis weight was significantly lower (Fig. 2f; Supplementary Fig. 2b). We next analysed the histology of the testes from the adult and one-month-old males by hematoxylin and eosin (H&E) staining. The seminiferous tubules in the control testes contained a basal population of spermatogonia, several types of spermatocytes and spermatids. However, germ cells were severely reduced in number, and no spermatocytes and spermatids were observed in the testes of *Bcas2*^*F/*−^*;Vasa-Cre* males (Fig. 2g; Supplementary Fig. 2c), indicating impaired spermatogenesis in these males. Immunofluorescence results revealed that the number of germ cells marked by MVH was dramatically lower in *Bcas2*^*F/*−^*;Vasa-Cre* testes, with only a few MVH-positive cells around the basement membrane in the testes of adult and one-month-old mice (Fig. 2h and Supplementary Fig. 2d). Taken together, these data demonstrate that BCAS2 plays a critical role during normal mouse spermatogenesis and is essential for male fertility.

### BCAS2 is required for the initiation of meiosis in males

To investigate spermatogenesis in *Bcas2*^*F/*−^*;Vasa-Cre* males, we examined the expression of MVH in testes during early development at P10, P12 and P15. Western blotting showed that the expression of MVH in *Bcas2*^*F/*−^*;Vasa-Cre* testes of P10 mice was comparable to the control, but was lower in P12 testes and dramatically reduced in P15 testes from *Bcas2*^*F/*−^*;Vasa-Cre* mice (Fig. 3a). Consistently, immunofluorescence staining showed that MVH-positive cells in the centre of the seminiferous tubules were apparently lost as early as P12, but MVH-positive cells around the basement membrane were present until P15 in *Bcas2*^*F/*−^*;Vasa-Cre* testes, suggesting that meiosis was impaired in *Bcas2*^*F/*−^*;Vasa-Cre* testes (Fig. 3b). To further investigate the meiosis deficiency, we analysed meiotic recombination and synapsis formation in *Bcas2*^*F/*−^*;Vasa-Cre* testes with event-specific markers, including γH2AX and SCP3 (ref. 33). Western blotting result showed that the expression of SCP3 and γH2AX was dramatically decreased in *Bcas2*^*F/*−^*;Vasa-Cre* testes at P10 and P12 (Fig. 3c). Immunofluorescence staining result confirmed that very few or no SCP3/γH2AX-positive cells were observed in the seminiferous tubules of *Bcas2*^*F/*−^*;Vasa-Cre* testes at P12 (Supplementary Fig. 3a,b). These data further suggest that *Bcas2* is required for meiosis prophase I in mouse spermatogenic cells.

Germ cells progress through leptotene, zygotene, pachytene and diplotene during the development of primary spermatocytes. This period is easily distinguished by H&E staining according to the DNA state^34^,^35^. To further investigate the defects in meiosis, *Bcas2*^*F/*−^*;Vasa-Cre* and control testes at similar ages between P10 and P15 were fixed and stained with H&E. In control testes, germ cells in some seminiferous tubules initiated meiosis and started to progress into leptotene or early pachytene at P10 (Fig. 3d), many spermatocytes entered into zygotene at P12 (Fig. 3e) and pachytene at P15 (Fig. 3f). However, leptotene, zygotene and pachytene spermatocytes were almost absent in the seminiferous tubules of *Bcas2*^*F/*−^*;Vasa-Cre* testes from P10 to P15 (Fig. 3g–i). In P10 *Bcas2*^*F/*−^*;Vasa-Cre* testes, only a few germ cells were in preleptotene (Fig. 3g), which is the last microscopically defined period before meiotic prophase^34^. On the other hand, we also observed few cells with typical pyknotic nuclei in the centre of the seminiferous tubules in *Bcas2*^*F/*−^*;Vasa-Cre* testes at P12 and P15 (Fig. 3h,i; red arrows), most likely indicating that those few germ cells might be arrested in early prophase I. Taken together, these data indicate that germ cells without functional BCAS2 may fail to enter meiotic prophase.

Next, we examined the expression of marker genes that were specific and essential for the development of spermatogonia and meiosis prophase I at P9, when the histological experiments could not distinguish *Bcas2*^*F/*−^*;Vasa-Cre* testes from the controls. The mRNA expression level of genes involved in spermatogonia proliferation and/or differentiation (*Pou5f1*, *Sox2*, *Nanos2*, *Mvh*, *Sohlh1*, *Sohlh2*, *Ngn3, c-kit*, *Dazl* and *Stra8*) was similar in both control and *Bcas2*^*F/*−^*;Vasa-Cre* testes. However, compared with the control, the mRNA expression of genes essential for meiosis prophase I (*Dmc1*, *Scp1*, *Scp3*, and *Smc1b*) was significantly lower in the *Bcas2*^*F/*−^*;Vasa-Cre* testes (Fig. 3j). Altogether, these data suggest that BCAS2 is required for the initiation of meiosis prophase I in male mouse germ cells.

### Spermatogonia appear grossly normal in *Bcas2* null males

The MVH positive cells in the basement membrane persisted in the P15 *Bcas2*^*F/*−^*;Vasa-Cre* testes, suggesting that the spermatogonia might be normally persistent in these mice (Fig. 3b). To reduce the possibility of an indirect defect of BCAS2 loss on spermatogonia, we stained PLZF with a specific antibody in sections from early developmental testes at P12. The distribution of PLZF-positive cells was similar in *Bcas2*^*F/*−^*;Vasa-Cre* testes and the control (Fig. 4a). Furthermore, the average number of PLZF-positive cells per seminiferous tubule cross-section in the *Bcas2*^*F/*−^*;Vasa-Cre* testes was not significantly different from the control testes (Fig. 4b). These data suggest that the location and number of spermatogonia are not obviously affected in *Bcas2*^*F/*−^*;Vasa-Cre* testes.

Next, we investigated the proliferation and apoptosis of spermatogonia in *Bcas2*^*F/*−^*;Vasa-Cre* testes. To examine the mitotic status of spermatogonia in *Bcas2*^*F/*−^*;Vasa-Cre* testes at P12, we simultaneously stained the testes for PLZF and Ki67. The number of both Ki67^+^ PLZF^+^ cells in *Bcas2*^*F/*−^*;Vasa-Cre* testes was not significantly different from the control testes (Fig. 4c,d), suggesting that the proliferation of spermatogonia was normal in *Bcas2*^*F/*−^*;Vasa-Cre* testes. To analyse the apoptosis of spermatogonia, we performed double staining of PLZF and cleaved caspase 3 (CAP3) in *Bcas2*^*F/*−^*;Vasa-Cre* testes. Compared with the control, the number of CAP3^+^ PLZF^+^ spermatogonia was not significantly higher in *Bcas2*^*F/*−^;*Vasa-Cre* testes (Fig. 4e,f), implying that the spermatogonia did not undergo apoptosis.

Antibodies to the MVH protein label all stages of spermatogonia and spermatocytes^36^, and PLZF is specifically expressed in the undifferentiated spermatogonia^37^. In the literature, spermatogonia expressing only MVH but not PLZF (MVH^+^PLZF^−^) around the basement membrane of seminiferous tubules in the testis are regarded as differentiating spermatogonia^38^. Thus, we simultaneously determined the expression of PLZF and MVH in the cells around the basement membrane of seminiferous tubules in P10 testes of control and *Bcas2*^*F/*−^*;Vasa-Cre* mice. Compared with the control, the number of all stages of germ cells (MVH^+^) around the basement membrane and differentiating spermatogonia (MVH^+^PLZF^−^) was not significantly different in *Bcas2*^*F/*−^*;Vasa-Cre* testes (Supplementary Fig. 4a,b). Taken together, these data suggest that the spermatogonia are almost unaffected in *Bcas2*^*F/*−^*;Vasa-Cre* mice.

### BCAS2 modulates pre-mRNA splicing in spermatogenesis

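The RNA-seq data comprised 1 library from control testes and 1 library from *Bcas2* F/*-*;Vasa-Cre* testes of P9 mice. Control males carried a floxed and a deleted *Bcas2* allele without *Vasa-Cre*, the transgene that removes the floxed allele in germ cells. The sample labels name C57BL/6 as the strain, whereas the paper's methods describe a mixed background that includes C57BL/6. The paper's text does not name how many mice contributed to each library. After removing adaptor and low-quality sequences, the authors aligned the paired-end reads, counted reads on each gene with HTSeq and deposited RPKM values, the counted reads scaled to gene length and library size, for 39695 gene entries. Of these, 16083 were listed at 0 in the control library and 16053 in the *Bcas2* F/*-*;Vasa-Cre* library. RPKM adjusts for gene length and library size, but not for a change in RNA composition between libraries. The deposited values rest on 19918750 counted reads in the control and 19331687 in the *Bcas2* F/*-*;Vasa-Cre* library, whereas the paper gives 46333767 and 45740076 mapped reads. These totals may be in different units, because a pair of reads may have been counted as a single read. The change of each gene was computed as the log2 ratio of RPKM + 1 in *Bcas2* F/*-*;Vasa-Cre* over RPKM + 1 in control testes, for the 14831 genes with a mean RPKM of at least 1. The pseudocount of 1, taken from the axes of Fig. 5a, understates the change of genes with low RPKM. Because each genotype had 1 library, no difference has a replicate check and no p-value is given for the genotypes. Intervals cover counting error only. The targeted gene was examined before any other. *Bcas2*, which GENCODE M21 places on chromosome 3 of GRCm38 from 103171655 to 103179166, had an RPKM of 39.5 in control and 25.7 in *Bcas2* F/*-*;Vasa-Cre* testes. These values correspond to 1410 and 888 reads and to a log2 ratio of −0.60. The 95% Clopper-Pearson interval of its log2 RPKM ratio, without the pseudocount, ran from −0.75 to −0.50.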

To investigate the molecular consequences of BCAS2 depletion in germ cells, we isolated mRNA from control and *Bcas2*^*F/*−^*;Vasa-Cre* testes at P9 and performed RNA sequencing. A total of 50619844 and 49955187 clean reads were used for downstream bioinformatics analysis for the control and *Bcas2*^*F/*−^*;Vasa-Cre* testes, respectively (Supplementary Table 1). Paired-end clean reads were aligned to the mouse reference genome using TopHat v2.0.9 software^39^. 

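The number of reads behind each RPKM value was recovered from the values. Each read on a gene adds the same step to its RPKM within a library, so the RPKM ratio of a gene between the libraries is a ratio of whole reads multiplied by the ratio of the library sizes. That library ratio was 1.03. Among the 22040 genes above 0 in both libraries, 21023 (95.4%) had a ratio of whole reads that would arise by chance with a probability under 5%. The library sizes were then obtained from 710 genes with a single annotated transcript, of which 291 gave the same whole number. Reads per gene were scaled to the mean transcript length in GENCODE M21, an annotation that may not be the authors' release, so the reads of a gene with another length in their annotation could be wrong by a whole factor. The recovered reads added up to 97.95% of the control and 97.75% of the *Bcas2* F/*-*;Vasa-Cre* library size. In a pair of simulated libraries with known reads, both library sizes were recovered and the reads of 94.6% of 22020 genes were recovered exactly. Most simulated genes kept their annotated length, whereas only 291 of the 710 real genes gave the same whole number. The share recovered exactly may therefore be lower in the real libraries.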

A total of 46,333,767 (91.55%) and 45,740,076 (91.56%) mapped reads were generated for the control and *Bcas2*^*F/*−^*;Vasa-Cre* samples (Supplementary Table 1). 

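On the scale of RPKM + 1, 56 genes were more than 2-fold lower and 63 were more than 2-fold higher in *Bcas2* F/*-*;Vasa-Cre* testes. Most of them had few reads. Of the genes more than 2-fold lower, 27 were annotated as small RNAs and 21 as protein-coding, and the median number of reads in both libraries together was 18.5. Of the genes more than 2-fold higher, 50 were small RNAs and 5 were protein-coding, with a median of 10.0 reads. When the reads of each gene were divided at random between the libraries, 100 such divisions gave on average 35.2 genes more than 2-fold lower and 35.7 more than 2-fold higher. Adding a test on the recovered reads, built on the MA-plot random sampling model that DEGseq uses, left 26 genes lower and 8 genes higher at an adjusted p-value below 0.005 after Benjamini-Hochberg adjustment. This test compares the 2 libraries, not the genotypes. The number of higher genes ranged widely with the setting, up to 192 with a pseudocount of 0.01. The 7 largest falls were in *Gm9855*, *Slc4a1*, *Fosb*, *S100a9*, *Eno1b*, *S100a8* and *Mir6997*, with log2 ratios from −3.90 for *Gm9855* to −2.18 for *Mir6997*. *Gm9855* had 330 reads in control and 0 in *Bcas2* F/*-*;Vasa-Cre* testes, and *Fosb* had 612 and 15 reads. *Mir6997* had only 5 and 0 reads, a difference within its counting error. Reads of *Gm9855*, a processed pseudogene, and of *Eno1b* are uncertain because each shares most of its sequence with another gene. Among the 7 largest rises, the pseudogene *Pcna-ps2* had 2 reads in control and 165 in *Bcas2* F/*-*;Vasa-Cre* testes, a log2 ratio of 2.85, and it is uncertain for the same reason. The other 6, *Rnu73b*, *Gm22888*, *Mir6993*, *Gm24366*, *n-R5s29* and *Gm27898*, had at most 9 reads in either library.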

RNA-Seq analyses identified only seven downregulated genes in *Bcas2*^*F/*−^*;Vasa-Cre* testes compared with the control using a common parameter (*P*<0.005, fold change>2) (Supplementary Table 2).

To obtain more comprehensive information, we then filtered these data at a lower parameter (*P*<0.05, fold change>1.5) to identify more genes potentially regulated by BCAS2 (ref. 40). 

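At the lower threshold of 1.5-fold, 251 genes were lower and 233 genes were higher in *Bcas2* F/*-*;Vasa-Cre* testes, together 484 of the 14831 genes. The random divisions of reads described for the 2-fold threshold gave between 181 and 255 genes past 1.5-fold, with a mean of 215.3. Many of the changed genes were weakly covered, since 70 of the lower and 133 of the higher genes had fewer than 30 reads in the 2 libraries together. Among genes with at least 30 reads, a limit chosen after seeing the data, 181 were lower and 100 were higher, against 15.2 and 14.7 on average in the random divisions. With the test on recovered reads at an adjusted p-value below 0.05 (Benjamini-Hochberg), 173 genes were lower and 80 were higher. Restricting the genes to a mean RPKM of at least 5 moved the counts most among the stricter settings, to 104 lower and 46 higher genes.

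**Figure D1:**
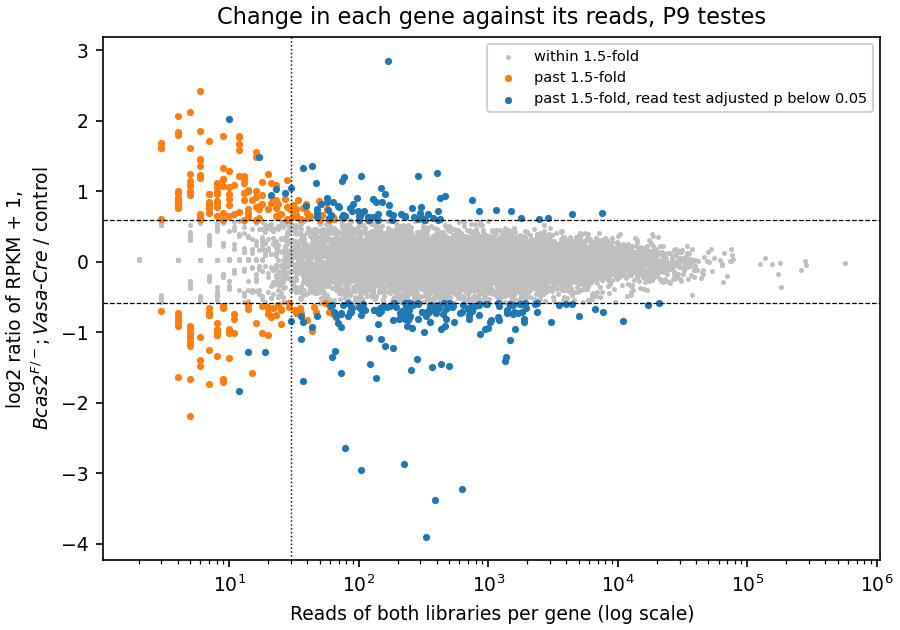
Log2 ratio of RPKM + 1 (*Bcas2* F/*-*;Vasa-Cre* over control) of each gene with a mean RPKM of at least 1 (1 point per gene, 1 library per genotype) against its reads in both libraries on a log axis. Dashed lines mark 1.5-fold and the dotted line 30 reads, and most of the 233 higher genes lie to the left of the dotted line. Blue points are genes past 1.5-fold with an adjusted p-value below 0.05 in the test on reads.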

With this criterion, we found that 59 genes were differentially expressed, among which 20 genes were up-regulated and 39 were down-regulated in *Bcas2*^*F/*−^*;Vasa-Cre* testes (Fig. 5a; Supplementary Table 3). Interestingly, we found that three tubulin genes (*Tuba3a*, *Tuba3b* and *Tubb4b*) were down-regulated. 

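*Tuba3a* lies on chromosome 6 of GRCm38 from 125278274 to 125286042 on the minus strand, *Tuba3b* on chromosome 6 from 145615757 to 145621479 on the plus strand, and *Tubb4b* on chromosome 2 from 25222160 to 25224702 on the minus strand, as annotated in GENCODE M21. All are protein-coding, the first a pair of α-tubulins and the last a β-tubulin. The RPKM of *Tuba3a* was 237 in control and 132 in *Bcas2* F/*-*;Vasa-Cre* testes, from 7130 and 3844 reads, a log2 ratio of −0.84. The 95% Clopper-Pearson interval of its RPKM ratio, without the pseudocount, was −0.91 to −0.79 on the log2 scale. *Tuba3b* went from 136 to 83.1 RPKM, from 4824 and 2851 reads, a log2 ratio of −0.71 with an interval of −0.78 to −0.65. *Tubb4b* went from 432 to 283 RPKM, from 10454 and 6642 reads, a log2 ratio of −0.61 with an interval of −0.66 to −0.57. The transcripts of *Tuba3a* and *Tuba3b* were 96.5% identical over 1447 bases. The paper's text does not say how reads matching both genes were counted, so the separate values are uncertain. The reads of both genes added together changed by a log2 ratio of −0.79. Of the 2661 genes with a mean RPKM of at least 50, whose log2 ratios had an SD of 0.155, 12 were more than 1.5-fold lower and 10 were as low as *Tubb4b*, these 3 genes included. With RPKM rescaled to a sum of 1000000 per library, *Tubb4b* was at −0.58, just inside the 1.5-fold threshold. Among the 9 other α- and β-tubulin genes with a mean RPKM of at least 1, 8 lay between −0.07 and 0.22. The remaining one, an α-tubulin gene with 186 reads in both libraries, had a log2 ratio of −0.59, at the edge of the 1.5-fold threshold. This contrast does not separate a change in the 3 genes from a smaller share of germ cells in the *Bcas2* F/*-*;Vasa-Cre* library. The spermatogonia markers of Fig. 3j had a median log2 ratio of −0.21 (6 lower, 4 higher), and the meiosis prophase I markers one of −0.47 (4 lower, 0 higher). Which cells express the 3 tubulin genes was not examined.

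**Figure D2:**
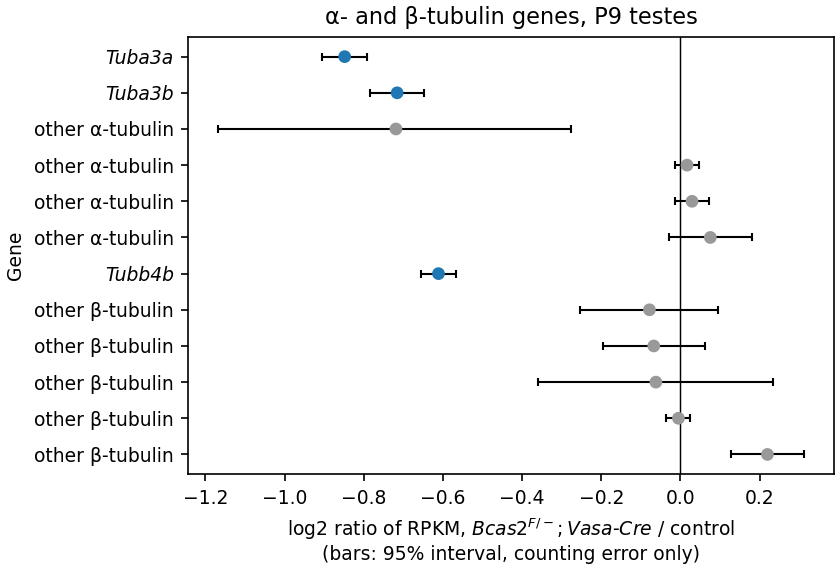
Log2 ratio of RPKM without a pseudocount (*Bcas2* F/*-*;Vasa-Cre* over control, 1 library per genotype) of the 12 α- and β-tubulin genes with a mean RPKM of at least 1, with 95% Clopper-Pearson intervals that cover counting error only. The 3 named genes are blue, with log2 ratios of RPKM + 1 from −0.84 to −0.61.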

Because BCAS2 has been shown to regulate pre-mRNA splicing of α-tubulin and γ-tubulin^26^,^41^, we then examined the splicing of these three tubulins by measuring their levels of mature mRNA and pre-mRNA with real-time RT-PCR. Compared with controls, their pre-mRNAs levels were similar, but their mature mRNA levels were significantly down-regulated in *Bcas2*^*F/*−^*;Vasa-Cre* testes (Fig. 5b). Thus, the deletion of BCAS2 perturbs the pre-mRNA splicing of three tubulin genes in mouse testes, suggesting that BCAS2 may be involved in pre-mRNA splicing in mouse spermatogenesis.

Seven major modes of alternative splicing (AS) are described in metazoan organisms, including skipped exons, alternative 5′ splice sites, alternative 3′ splice sites, mutually exclusive exons, alternative first exon, alternative last exon and retained intron^42^. To dissect the impacts of *Bcas2* deletion on AS, we compared the AS types between control and *Bcas2*^*F/*−^*;Vasa-Cre* sample based on junction reads and exon expression using Alternative Splicing Detector (ASD) software, a Java program that can assess significant differences in AS events between samples^43^. Compared with the control, 279 AS events were identified as significantly affected (adjusted *P* value<0.05) in *Bcas2*^*F/*−^*;Vasa-Cre* sample from 70,786 splicing events (Fig. 5c; Supplementary Table 4). Among the 279 affected AS events, the majority of the splicing events (151) were exon-skipping. In addition, 19 splicing events categorized to alternative 3′ splice sites; 26 to alternative 5′ splice sites; 19 to intron retention; 24 to alternative last exon; 23 to alternative first exon; 12 to mutually exclusive exon; and 5 complicated splicing events to an ‘undefined' category (Fig. 5c). These data support the conclusion that BCAS2 is involved in mRNA splicing during mouse spermatogenesis.

### BCAS2 regulates mRNA splicing of functional genes

From the 279 significantly affected AS events, 245 genes were identified and further analysed for Gene ontology (GO) term enrichment using the DAVID (Database for Annotation, Visualization and Integrated Discovery) software program (Supplementary Table 4). This analysis revealed that 11 genes were involved in sexual reproduction, including 6 genes (*Hsf1, Dazl, Cit, Ehmt2, Hmga1* and *Bcl2l11*) related to spermatogenesis (Fig. 5d). We analysed AS changes in these six genes according to the splicing site predicted by ASD software using Integrative Genomics Viewer (IGV), a visualization tool for efficient and flexible exploration of the large and complicated data sets obtained from sequencing^44^. *Dazl*, *Hsf1* and *Ehmt2* were within the top statistically significant events for the skipped exon category. *Hmga1* and *Bcl2l11* belonged to the alternative first exon category, and *Cit* was categorized to alternative 5′ splice sites. In addition, intron 7 of *Dazl* was significantly retained in *Bcas2*^*F/*−^*;Vasa-Cre* testes (Fig. 6a).

We next verified the aberrant splicing of these six genes by semi-quantitative and real-time RT-PCR with specific primers of target genes. We successfully verified the aberrant splicing patterns in *Dazl*, *Ehmt2* and *Hmga1* in *Bcas2*^*F/*−^*;Vasa-Cre* testes (Fig. 6b,c). These data suggest that BCAS2 is involved in pre-mRNA splicing of functional genes during mouse spermatogenesis.

### Depletion of BCAS2 results in decreases in DAZL protein

*Dazl*, encoding a RNA binding protein, is an essential gene for germ cell survival and serves as the intrinsic meiosis-promoting factor during meiosis initiation^45^,^46^. Strikingly, *Bcas2* depletion led to an obvious switch from the *Dazl*-FL to the *Dazl*-Δ8 isoform and retained intron 7 in *Bcas2*^*F/*−^*;Vasa-Cre* testes (Fig. 6b,c). The dramatically altered splicing of *Dazl* and the similar phenotypes between *Bcas2*^*F/*−^*;Vasa-Cre* and *Dazl* null mice prompted us to investigate the expression of DAZL protein in *Bcas2*^*F/*−^*;Vasa-Cre* testes.

Consistent with their mRNA, the proteins of the two isoforms were present in normal testes. The expression of DAZL-FL was much stronger than the expression of the shorter *Dazl*-Δ8. Compared with the controls, the expression of DAZL-FL was dramatically reduced in *Bcas2*^*F/*−^*;Vasa-Cre* testes, while DAZL-Δ8 expression was upregulated in *Bcas2*^*F/*−^*;Vasa-Cre* testes (Fig. 6d). The DAZL-FL protein was reduced to ∼90% in *Bcas2*^*F/*−^*;Vasa-Cre* testes at P9 and P12 (Fig. 6e). Meanwhile, DAZL total protein (including DAZL-FL and DAZL-Δ8) was much lower in the *Bcas2*^*F/*−^*;Vasa-Cre* testes at P9 and P12 mice compared with the control (Fig. 6f). Thus, these results suggest that BCAS2 may be involved in the splicing of *Dazl*, a germ cell intrinsic factor promoting meiosis initiation.

## Discussion

The alternative pre-mRNA splicing process is implemented by a synergism of the spliceosome, cis-acting RNA elements and specific trans-acting factors^47^,^48^. The spliceosome is a large and dynamic RNA–protein complex that consists of five small nuclear ribonucleoprotein particles (snRNPs) (U1, U2, U4, U5 and U6) and several hundred proteins that are critical for the recognition of splice sites, assembly of specific stages of the spliceosome and catalytic activity of the splicing reaction^49^. During the mitotic-to-meiotic transition in mouse spermatogenesis, the expression of many key alternative splicing regulators is stage-specific^9^. In addition, proteomic analyses have shown that 58 RNA splicing proteins, including spliceosome components U1–U6 snRNPs-related proteins and many splicing factors, were more highly expressed in type A spermatogonia and pachytene spermatocyte cell clusters^50^. Consistently, the patterns of alternative splicing are substantially changed in a stage-specific manner during this process^9^. The stage-enriched expression of splicing proteins and the substantial changes in alternative splicing patterns around meiosis suggest that alternative splicing might be critical for the mitotic-to-meiotic transition during mouse spermatogenesis.

As a core component of the splicing-related Prp19 complex, direct interaction of BCAS2 with PRP19 and the spliceosome is important for spliceosome assembly in yeast^22^,^51^,^52^. BCAS2 is universally expressed in organisms, and conventional disruption of BCAS2 results in early embryonic lethality^26^,^30^. The early embryonic lethality and the complexity of cell types at this stage impede the investigation of BCAS2 in detail. In this study, BCAS2 was comparatively enriched in mouse spermatogonia, prompting us to investigate the role of BCAS2 in mouse spermatogenesis. Using a conditional knockout mouse model, we demonstrated that specific deletion of *Bcas2* in male germ cells leads to a failure of spermatogenesis and male infertility. In *Bcas2*-depleted testes, meiosis failed to initiate and very few meiotic prophase spermatocytes were observed. However, spermatogonia appeared to be grossly normal in *Bcas2*^*F/*−^*;Vasa-Cre* male mice. These results suggest that the major defect is most likely in the mitosis-to-meiosis transition during spermatogenesis in *Bcas2*^*F/*−^*;Vasa-Cre* male testes. Thus, *Bcas2*^*F/*−^*;Vasa-Cre* male mice are a good model for investigating the role of BCAS2 involved in splicing in the mitosis-to-meiosis transition of mouse spermatogonia.

The switch from mitosis to meiosis is a critical step of germ cell development that requires *Dazl*, the ‘meiosis promoting factor'^46^,^53^,^54^. RNA-binding protein DAZL can target many crucial mRNAs (such as *Mvh*, *Sycp3*, *Tpx-1* and *Tex19.1*) and regulate the translation of these target genes during germ cell development^55^. Although the role of its variants is still unclear, *Dazl-FL* and *Dazl-Δ8* variants have been identified in ES cells^58^. Here, we found that the level of DAZL-FL protein is much higher than DAZL-Δ8 in normal mouse testes, suggesting that DAZL-FL might be the main functional form during spermatogenesis. Deletion of *Bcas2* leads to dramatic skipping of exon 8 and significant retention of intron 7 in *Dazl*, suggesting a critical role for the precise control of *Dazl* splicing during normal spermatogenesis. Although the roles of *Dazl-*Δ*8* with skipped exon 8 and retention of intron 7 are unknown, in fact, we observed a dramatic decrease in DAZL-FL protein and a significant reduction in total DAZL protein, suggesting that deletion of *Bcas2* leads to a significant degree of loss-of-function of DAZL. Although spermatogonia remain in the seminiferous tubules of *Bcas2*^*F/*−^*;Vasa-Cre* testes, only a few spermatocytes are observed that do not move into pachytene, which is consistent with observations in *Dazl* null testes^59^. In addition, the protein levels of SCP3, MVH and STRA8, which are targets of DAZL, are dramatically lower in the testes of *Bcas2*^*F/*−^*;Vasa-Cre* males. Consistently, the meiotic events (recombination and synapsis) do not occur in *Bcas2*^*F/*−^*;Vasa-Cre* testes and the expression of marker genes of meiotic prophase is significantly reduced as early as P9. These observations suggest that *Bcas2* might be is critical for meiotic initiation via regulating *Dazl* splicing.

We also find that *Bcas2* depletion affects splicing of several hundred genes. The affected genes include genes of the functional class ‘RNA processing', ‘chromosome organization' and ‘regulation of transcription'. Importantly, several verified genes are grouped in the functional class ‘sexual reproduction'. Many of these genes play important roles in mouse spermatogenesis. *Ehmt2* (also known as *G9a*) is an important mammalian H3K9 methyltransferase and is essential for mouse embryogenesis by transcriptional silencing^60^. *G9a* deficient male germ cells are arrested at the early pachytene stage of meiosis prophase with disordered progression of synaptonemal complex formation^61^. *Hmga1* (the high mobility group A1) is critical for determining chromatin structure and is involved in transcriptional regulation. The tubules of *Hmga1*^+/−^ male mice are already apparently devoid of spermatocytes and no other stages of spermatozoa and spermatids^62^. Thus, abnormalities in *Ehmt2* and *Hmga1* splicing regulated by *Bcas2* may play a role in both male fertility and growth retardation of the germ cells. In this study, we also found that the abundance of mature *tuba3a*, *tuba3b* and *tubb4b* mRNAs was lower in the *Bcas2*^*F/*−^*;Vasa-Cre* testes. Previous studies showed that loss-of-function of CDC5 (core component of Prp19 complex) leads to cell cycle arrest at the G2/M phase because of inefficient splicing of the tubulin-encoding *TUB1* mRNA in *Saccharomyces cerevisiae*^41^. Moreover, microtubule dynamics function in determining Sertoli cell shape, and mitotic and meiotic spindle and sperm flagella development and are thus essential for male fertility^63^. Taken together, these abnormal splicing events resulting from *Bcas2* depletion may also account for the loss of spermatocytes and failure of meiosis initiation.

BCAS2 has multiple functions in several pathways, including RNA splicing and DNA damage repair. However, we did not observe an accumulation of γH2AX expression in spermatogonia in *Bcas2*^*F/*−^*;Vasa-Cre* testes during the meiosis initiation phase (Supplementary Fig. 5). Furthermore, the expression of most genes is not affected in *Bcas2*^*F/*−^*;Vasa-Cre* testes at P9. These data suggest that BCAS2 mainly functions through RNA splicing but not DNA damage in mouse spermatogonia.

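Of the 14831 genes with a mean RPKM of at least 1, 14347 (96.7%) differed by no more than 1.5-fold between control and *Bcas2* F/*-*;Vasa-Cre* testes, and 99.2% by no more than 2-fold. The median log2 ratio was 0.015 and the SD over genes was 0.259. The spread fell with expression. It was 0.361 for the 4168 genes with a mean RPKM from 1 to 5 and 0.152 for the 1142 genes with a mean RPKM of at least 100. Random division of each gene's reads between the libraries gave an SD of 0.295 and 0.033 in the same classes, so counting error made up most of the spread of weakly expressed genes and little of that of strongly expressed genes. Without replicate libraries, the rest of the spread could not be divided between animals and genotype. Across the settings tried, the share of genes within 1.5-fold ran from 93.4% with a pseudocount of 0.01 to 98.6% with a mean RPKM of at least 5. From the unaffected expression of most genes, together with the γH2AX staining, the paper proposes that BCAS2 acts mainly through RNA splicing in spermatogonia. The libraries hold RNA from testes, which mixes germ and somatic cells, so a change confined to germ cells may appear smaller here. *Bcas2* itself, targeted in germ cells, went from 39.5 to 25.7 RPKM, a log2 ratio of −0.605 that only just passed 1.5-fold. A gene within 1.5-fold in these libraries may therefore have changed more in spermatogonia, which the values cannot show.

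**Figure D3:**
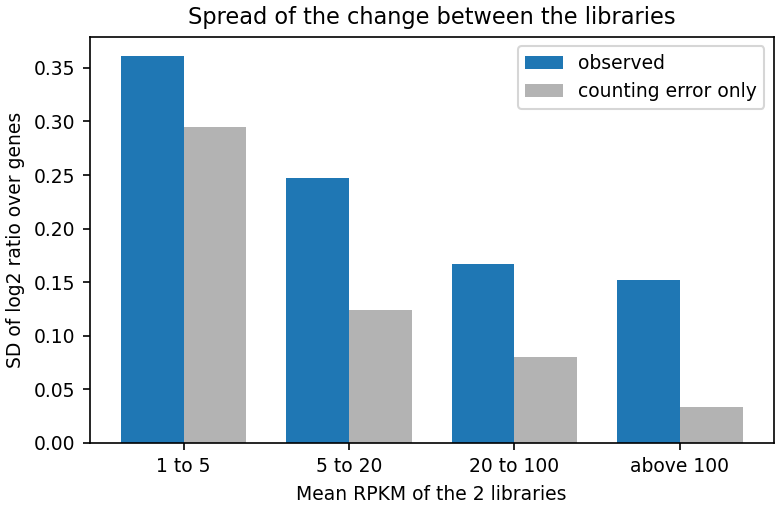
SD over genes of the log2 ratio of RPKM + 1 between the libraries (*Bcas2* F/*-*;Vasa-Cre* over control, 1 library per genotype), in classes of mean RPKM. Blue bars are observed values, 0.361 in the lowest class and 0.152 in the highest, and grey bars the SD left when reads are divided between the libraries at random.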

In conclusion, our results suggest that BCAS2 is involved in pre-mRNA splicing in spermatogonia and is essential for mouse spermatogenesis and male fertility. This research provides the first evidence for alternative splicing machinery regulating meiosis initiation in germ cells during mouse spermatogenesis.

## Methods

### Mice maintenance and generation of gene-targeted mice

All mice were maintained under specific-pathogen-free (SPF) conditions in compliance with the guidelines of the Animal Care and Use Committee of the Institute of Zoology at the Chinese Academy of Sciences (CAS). The generation of the *Bcas2*^*Floxed/Floxed*^(*Bcas2*^*F/F*^) mouse line was described previously^30^. Male *Bcas2*^*F/F*^ mice were crossed with *Vasa-Cre* transgenic mice to obtain mice with *Bcas2* specifically ablated in the male germ line. The Bcas2^F/F^;*Vasa-Cre* mouse line was maintained on a mixed background (129/C57BL/6). Genotyping of *Bcas2* was performed by PCR of mice tail genomic DNA. Forward primer 1 (F1, 5-ATTCCAGCAGTTGGTGTGGG-3) and a reverse primer (R, 5-CATTGCTGGACAGAAGGTGAG-3) were used to detect the wild-type allele (402 bp) and the floxed allele (522 bp), and forward primer 2 (F2, 5-AGGTGTATGAATGCCTGAACAAG-3) and reverse primer R were used to detect the deleted allele (394 bp) in PCR genotyping. *Vasa-Cre* was genotyped with the forward primer (F-V, 5-CACGTGCAGCCGTTTAAGCCGCGT-3) and a reverse primer (R-V, 5-TTCCCATTCTAAACAACACCCTGAA-3) to produce a 240 bp product. *Bcas2*^F/−^ male mice were used as controls and *Bcas2*^*F/*−^*;Vasa-Cre* male mice were used as mutants.

### Histological analysis, immunostaining and imaging

Testes from control and *Bcas2*^*F/*−^*;Vasa-Cre* male mice were isolated and fixed in Bouin's solution (Saturated picric acid: 37% Formaldehyde: Glacial acetic acid=15: 5: 1) overnight at room temperature for histological analysis and in 4% paraformaldehyde (PFA) overnight at 4 °C for immunostaining. The samples were dehydrated stepwise through an ethanol series (30, 50, 70, 80, 90 and 100% ethanol), embedded in paraffin, and sectioned (5 μm). After dewaxing and hydration, the sections were stained with hematoxylin and 1% eosin and imaged with a Nikon ECLIPSE Ti microscope.

For immunostaining, following dewaxing and hydration, the sections were boiled in Buffer TE (10 mM Tris, 1 mM EDTA, pH 9.0) for 20 min using a microwave oven for antigen retrieval. After washing with PBS 3 times, the sections were permeated in 0.2% Triton X-100 for 15 min, blocked with 5% BSA in PBS for 1 h at room temperature and incubated overnight at 4 °C with primary antibodies diluted in 1% BSA. Following three washes with PBS, secondary antibodies were added to the sections and incubated for 1 h at room temperature. The sections were then washed in PBS three times, incubated in 2 μg ml^−1^ of Hoechst 33342 (Invitrogen, H21492) for 10 min at room temperature, and mounted with Fluoromount-G medium (Southern Biotech, 0100-01).

The primary antibodies were as follows: rabbit anti-BCAS2 polyclonal antibody (10414-1-AP, Proteintech, 1:200); mouse anti-PLZF monoclonal antibody (sc28319, Santa Cruz, 1:200); rabbit anti-DDX4/MVH polyclonal antibody (ab13840, Abcam, 1:250); mouse phosphor-Histone H2A.X (Ser139/Tyr142) antibody (#5438, CST, 1: 500); mouse anti-SCP3 monoclonal antibody (sc74569, Santa Cruz, 1:200); rabbit anti-Stra8 polyclonal antibody (ab49405, Abcam, 1:250); rabbit anti-Cleaved Caspase-3 (Asp175) antibody (#9661, Cell Signaling, 1:200); and rabbit anti-Ki67 antibody (ab92742, Abcam, 1:400).

The secondary antibodies were as follows: For immunohistochemistry of PLZF, horseradish peroxidase-goat anti-mouse IgG (1:500, Jackson ImmunoResearch) was incubated for 1 h at room temperature. For immunofluorescence staining, Alexa Fluor 488 donkey anti-rabbit (Jackson, 1:1,000); Alexa Fluor 549 donkey anti-rabbit (Jackson, 1:1,000); Alexa Fluor 488 Donkey Anti-Mouse (Jackson, 1:200); and Alexa Fluor 549 donkey anti-Mouse (Jackson, 1:200) were used.

The immunohistochemistry images of PLZF were obtained under the bright-field of a Nikon ECLIPSE Ti microscope. The immunofluorescence staining was imaged with a laser scanning confocal microscope LSM780 (Carl Zeiss).

### RNA extraction and real-time RT-PCR

Total RNA was extracted from whole testes using Trizol reagent (Invitrogen, 15596-026) following the manufacturer's instructions. After removing the residual genomic DNA with the DNase I Kit (Promega, M6101), 500 ng of total RNA was reverse-transcribed into cDNAs using the PrimeScript RT Reagent Kit (TaKaRa, RR037A) according to the manufacturer's protocol. Real-time RT-PCR was performed using a SYBR Premix Ex Taq kit (TaKaRa, DRR420A) on a LightCycler 480 instrument (Roche). Relative gene expression was analysed based on the 2^−ΔΔCt^ method with *Hprt* and *Gapdh* as internal controls.

Primers used to determine the amount of *Tuba3a*, *Tuba3b* and *Tubb4b* pre-mRNA were targeted to the 3′ end of exon3 and the neighbouring 5′ end of intron 3. Primers used to determine the abundance of mature mRNAs of *Tuba3a*, *Tuba3b* and *Tubb4b* were designed to span an exon-exon junction, with *Tuba3a*-mRNA primers annealed to the 3′ end of exon4 and 5′end of exon5, *Tuba3b*-mRNA primers annealed to the 3′ end of exon1 and 5′end of exon2 and *Tubb4b*-mRNA primers annealed to the 3′ end of exon2 and 5′end of exon3.

The information of all primers was listed in Supplementary Table 5.

### Western blotting

Protein samples were prepared using RIPA lysis buffer (50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 1% Sodium deoxycholate, 1% Triton X-100, 0.1% SDS, 5 mM EDTA, 1 mM Na_3_VO_4_, 5–10 mM NaF) containing a protease inhibitor cocktail (Roche, 04693132001) and quantified using a BCA reagent kit (Beyotime, P0012-1). Equal amounts of total protein were separated in a 10% SDS–PAGE gel and transferred onto PVDF membranes. After blocking with 5% non-fat milk for 1 h at room temperature, the membranes were incubated with diluted primary antibodies at 4 °C overnight. After three washes with TBST, the membranes were incubated with secondary antibodies conjugated with horseradish peroxidase (1:3,000, Jackson ImmunoResearch) at room temperature for 1 h. The signals were developed with Pierce ECL Substrate (Thermo Fisher Scientific, #34080), detected with Bio-RAD ChemiDocTMXRs^+^ and analysed with Quantity One software (Bio-Rad Laboratories). All uncropped western blots can be found in Supplementary Fig. 6.

The primary antibodies used were as follows: rabbit anti-BCAS2 polyclonal antibody (10414-1-AP, Proteintech, 1:1000); rabbit anti-PLZF antibody (sc22839, Santa Cruz, 1:1,000); rabbit anti-DDX4/MVH polyclonal antibody (ab13840, Abcam, 1:1,000); mouse phosphor-Histone H2A.X (Ser139/Tyr142) antibody (#5438, CST, 1:2,000); rabbit anti-H2AX (phospho S139) antibody (ab22551, Abcam, 1:500); rabbit anti-SCP3 antibody (ab15093, Abcam, 1:1,000); rabbit anti-Stra8 polyclonal antibody (ab49405, Abcam, 1:500); rabbit anti-α-Tubulin antibody (#2144, CST, 1:1,000); anti-GAPDH (1C4) mouse mAb (KM9002, Sungene Biotech, 1:3,000); and anti-DAZL mouse antibody (MCA2336, AbD Serotec, 1:1,000).

### Enrichment of spermatogenic cells and flow cytometry analysis

The spermatogenic cells and somatic cells were enriched using a two-step enzymatic digestion process followed by a differential adhesion method as previously described with some modifications^31^,^64^. Briefly, after the tunica albuginea was disrupted, testes from P9 wild-type ICR mice were transferred into 2 mg ml^−1^ type IV collagenase (Sigma, C5138) and incubated at 37 °C for 20 mins with gentle shaking every 3–5 min to accelerate the testes dissociation. Then, the cell suspension was centrifuged at 1000, r.p.m. for 3 mins and the pellet was digested with 0.25% Trypsin-EDTA (Gibco, 25200-072) at 37 °C for 10 min to dissociate the seminiferous tubules into single cells. The suspension was neutralized with 5 ml DMEM supplemented with 10% FBS and centrifuged at 1000, r.p.m. for 3 min. The cell pellet was suspended in 8 ml of ES medium and seeded in a 10 cm culture dish. After 2–3 h of incubation at 37 °C, the floating and weakly adhering cells were transferred to a new 10 cm dish. The fraction of spermatogenic cells (FSPCs) was the floating and weakly adhering cells. The attached cells on the bottom of the dish were collected as the fraction of somatic cells (FSCs). The efficiency of separation was examined using RT-PCR and flow cytometry analysis.

For flow cytometry analysis, the separated cells were fixed in 4% PFA for 5 min. After washing with PBS, the cells were permeated in 0.5% Triton X-100 for 5 min, blocked with 5% BSA in PBS for 1 h at room temperature. The experimental groups were incubated overnight at 4 °C with MVH antibody (ab13840, Abcam, 1:200) diluted in 1% BSA and the negative control group was incubated overnight at 4 °C with 1% BSA. Following three washes with PBS, Alexa Fluor 488 donkey anti-rabbit secondary antibodies (Jackson, 1:1,000) were incubated for 1 h at room temperature. FITC signals of MVH positive cells were detected by flow cytometry and the results were analysed by Flowjo software (Tree star).

### RNA sequencing

Testes samples were collected from 9-day-old control and *Bcas2*^*F/*−^*;Vasa-Cre* mice. Total RNA was isolated using the Trizol reagent according to the manufacturer's protocol and treated with DNase I to remove residual genomic DNA. The purity, concentration and integrity were assessed using a NanoPhotometer spectrophotometer (IMPLEN), Qubit RNA Assay Kit in Qubit 2.0 Fluorometer (Life Technologies) and Nano 6,000 Assay Kit of the Bioanalyzer 2,100 system (Agilent Technologies), respectively. A total amount of 2 μg of RNA per sample was used to prepare cDNA libraries, which were generated using the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB) following the manufacturer's recommendations. For each cDNA library, 5G base pairs (raw data) were generated by Illumina Hi-Seq 2500. After base composition and quality tests were passed, we removed the adaptor sequence, and sequences with a high content of unknown bases (unknown bases more than 10%) or low quality reads. The clean reads were used for bioinformatic analysis.

### Bioinformatic analyses

Paired-end clean reads were mapped to the mouse reference genome using Tophat2 v2.0.9 software according to the standard protocol. The number of mapped reads were counted using HTSeq v^0.6.1^. Differential expression analysis of control and *Bcas2*^F/−^;Vasa-Cre samples was performed using the DEG Seq R package (1.12.0). The resulting *P*-values were adjusted using Benjamini and Hochberg's approach for controlling the false discovery rate. First, we used fold change >2 and *P* value<0.005 as the threshold to filter for significantly different expression. Then, we used the lower threshold (fold change>1.5 and *P* value<0.05) to filter for more significantly different expression.

AS patterns were analysed using ASD (AS detector) software with the standard protocol^43^. Briefly, the ‘.bam' files generated from the RNA-seq data after mapping using Tophat2 software were analysed by the ASD software for AS analysis. The ASD software identified the seven common modes of AS events for control and *Bcas2*^*F/*−^*;Vasa-Cre* samples and obtained an adjusted *P* value difference between control and *Bcas2*^*F/*−^*;Vasa-Cre* samples by combining two *P* values calculated using the Fisher exact test (*P* value of junction read-counts and *P* value based on the alternative exon read coverage relative to its gene read coverage between control and *Bcas2*^*F/*−^*;Vasa-Cre* samples) using a weighted arithmetic equation. The GO term enrichment and functional annotation analyses of genes identified by ASD software were conducted using database for annotation, visualization and integrated discovery (DAVID). The integrative genomics viewer tool (IGV) was used for efficient and flexible visualization and exploration of spliced sites between control and *Bcas2*^*F/*−^*;Vasa-Cre* samples on standard desktop computers.

### Statistical analysis

The results of all quantitative experiments were based on at least three independent biological samples. Statistical analysis was performed by using at least five samples and expressed as the mean±s.e.m. The results of statistical analyses were subjected to a Student's two-tailed *t*-test with a significance level of *P*<0.05. Equal variances were not formally tested. No statistical method was used to predetermine sample sizes; however, sample sizes used in current study were similar as previously reported^17^,^18^,^30^. Experiments were not randomized.

### Data availability

Data for RNA sequencing of P9 testes from control and *Bcas2*^*F/*−^*;V-Cre* males have been deposited in the Gene Expression Omnibus database under accession code GSE89801. The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author on reasonable request.

## Additional information

**How to cite this article**: Liu, W. *et al*. BCAS2 is involved in alternative mRNA splicing in spermatogonia and the transition to meiosis. *Nat. Commun.* **8**, 14182 doi: 10.1038/ncomms14182 (2017).

**Publisher's note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures and Supplementary Tables

Peer Review File

## Figures and Tables

**Figure 1:**
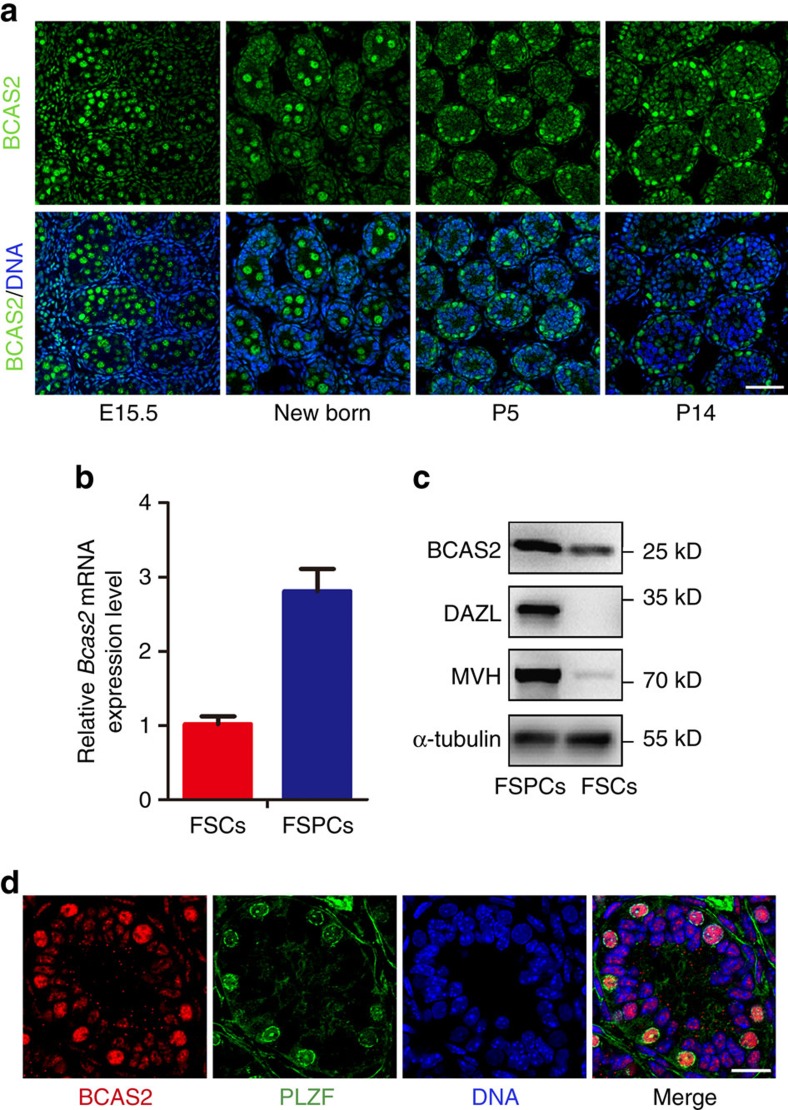
Expression of BCAS2 in male mouse germ cells. (**a**) Immunofluorescence (IF) staining of BCAS2 in the paraffin sections of testes from E15.5 to P14 mice. The DNA was stained with Hoechst 33342. Scale bar, 50 μm. (**b**) Real-time PCR analysis of *Bcas2* expression in the fraction of spermatogenic cells (FSPCs) and the fraction of somatic cells (FSCs) enriched from P9 testes. *Gapdh* was used as the internal control for normalization (*n*=4). Error bars represent s.e.m. (**c**) Western blotting analysis of BCAS2 expression in the fraction of spermatogenic cells (FSPCs) and the fraction of somatic cells (FSCs) enriched from P9 testes. Germ cell markers (DAZL and MVH) were used as the indicator of the enrichment efficiency and α-tubulin was used as the loading control. (**d**) Paraffin sections of P8 testes were co-stained with rabbit anti-BCAS2 and mouse anti-PLZF antibodies. The DNA was stained with Hoechst 33342. Scale bar, 20 μm.

**Figure 2:**
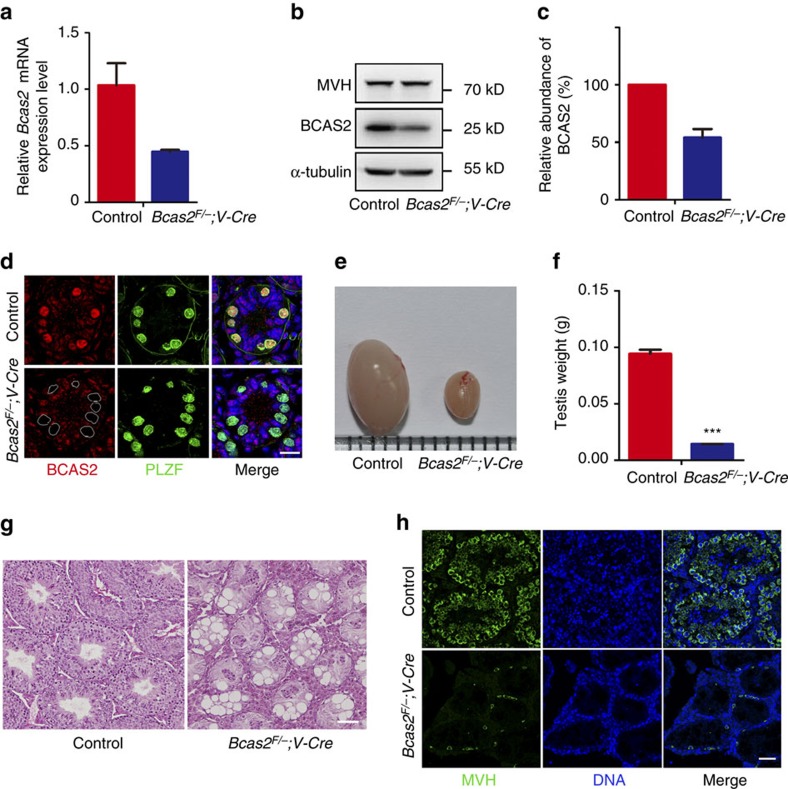
BCAS2 is required for germ cell development and male fertility. (**a**) Real-time RT-PCR analysis of *Bcas2* mRNA levels in control and *Bcas2*^*F/*−^*;Vasa-Cre* (*Bcas2*^*F/*−^*;V-cre*) testes of P8 mice with *Hprt* as the internal control (*n*=3). Error bars represent s.e.m. (**b**) Western blotting analysis of BCAS2 protein in control and *Bcas2*^F/−^;*Vasa-Cre* testes of P8 mice. MVH and α-tubulin was used as a germ cell marker and loading control, respectively. (**c**) Relative abundances of BCAS2 in the control and *Bcas2*^*F/*−^*;Vasa-Cre* testes of P8 mice were determined by Western blotting analyses from 4 independent experiments. Error bars represent s.e.m. (**d**) IF staining of BCAS2 in the control and *Bcas2*^*F/*−^*;Vasa-Cre* testes of P8 mice. White circles denote the BCAS2 null spermatogonia. PLZF was co-stained to indicate the location of spermatogonia. The DNA was stained with Hoechst 33,342. Scale bar, 20 μm. (**e**) Morphological analysis of adult testes showed that the *Bcas2*^*F/*−^*;Vasa-Cre* testes were smaller than the control. (**f**) Testes weight of adult control and *Bcas2*^*F/*−^*;Vasa-Cre* mice (***P<0.001, *n*=5). Error bars represent s.e.m. (**g**) Hematoxylin and eosin (H&E) staining of adult testes in control and *Bcas2*^*F/*−^*;Vasa-Cre* mice. Spermatocytes and spermatids were almost absent in the seminiferous tubules of the *Bcas2*^*F/*−^*;Vasa-Cre* mice. Scale bar, 100 μm. (**h**) IF staining of MVH (a germ cell marker) in adult testes in control and *Bcas2*^*F/*−^*;Vasa-Cre* mice. Compared with the control, only a few MVH positive cells in the basement membrane were observed in *Bcas2*^*F/*−^*;Vasa-Cre* testes. The DNA was stained with Hoechst 33342. Scale bar, 50 μm.

**Figure 3:**
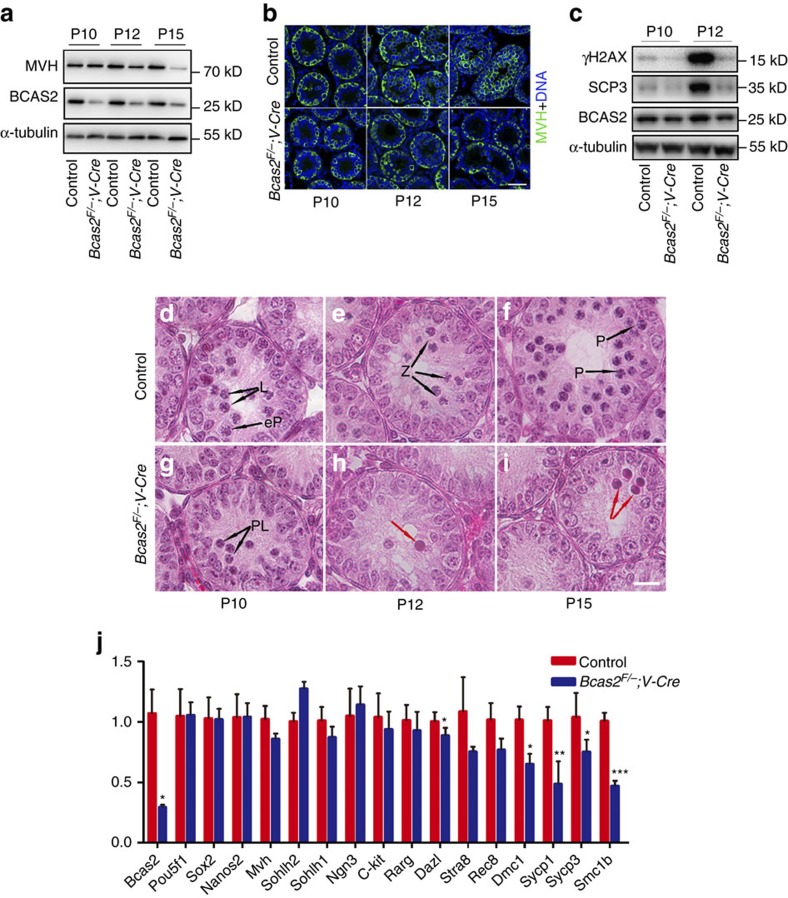
Spermatogenesis could not progress into meiosis in *Bcas2*^*F/*−^*;Vasa-Cre* testes. (**a**) Western blotting analysis of MVH in control and *Bcas2*^*F/*−^*;Vasa-Cre* testes at P10, P12 and P15. α-tubulin was used as the loading control. (**b**) IF staining of MVH in control and *Bcas2*^*F/*−^*;Vasa-Cre* testes at P10, P12 and P15. The DNA was stained with Hoechst 33342. Scale bar, 50 μm. (**c**) Western blotting analyses of SCP3 and γH2AX in control and *Bcas2*^*F/*−^*;Vasa-Cre* testes at P10 and P12. α-tubulin was used as the loading control. (**d**–**i**) Hematoxylin and eosin (H&E) staining of control (**d**–**f**) and *Bcas2*^*F/*−^*;Vasa-Cre* testes (**g**–**i**) at P10, P12 and P15. Spermatogenic cells were shown in cross-sections of seminiferous tubules from control and *Bcas2*^*F/*−^*;Vasa-Cre* testes. Scale bar, 15 μm. Black arrows indicate the representative stages of the spermatocytes. L, leptotene; eP, early pachytene spermatocytes; Z, zygotene spermatocytes; P, pachytene spermatocytes; PL, pre-leptotene spermatocytes; red arrows, apoptotic cells. (**j**) Real-time RT-PCR analysis of marker gene expression in pre-meiotic testes from control and *Bcas2*^*F/*−^*;Vasa-Cre* males at P9 with *Gapdh* as the internal control. (*P<0.05; **P<0.01; ***P<0.001, *n*=5). Error bars represent s.e.m.

**Figure 4:**
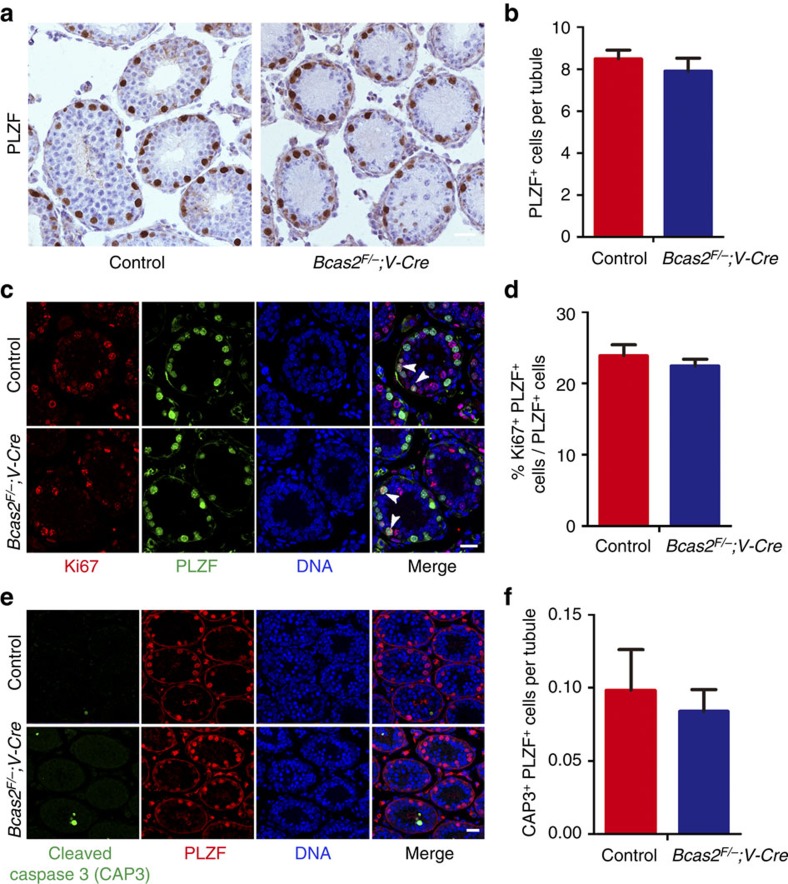
Proliferation and apoptosis assay of spermatogonia. (**a**) Immunohistochemical assay of PLZF in control and *Bcas2*^*F/*−^*;Vasa-Cre* testes at P12. The DNA was stained with hematoxylin. Scale bar, 25 μm. (**b**) The number of PLZF^+^ cells per seminiferous tubules in control and *Bcas2*^*F/*−^*;Vasa-Cre* testes at P12. At least 500 tubules were counted from at least 5 different mice. Error bars represent s.e.m. (**c**) IF staining of the mitosis marker Ki67 in PLZF positive cells of control and *Bcas2*^*F/*−^*;Vasa-Cre* testes at P12. The DNA was stained with Hoechst 33342. Scale bar, 20 μm. Arrowheads indicate the representative Ki67^+^ PLZF^+^ cells. (**d**) The ratio of Ki67^+^ PLZF^+^ positive cells in PLZF^+^ cells of control and *Bcas2*^*F/*−^*;Vasa-Cre* testes at P12 (in %). At least 300 tubules were counted from at least 5 different mice. Error bars represent s.e.m. (**e**) IF staining of the apoptosis marker cleaved caspase 3 (CAP3) in PLZF^+^ cells of control and *Bcas2*^*F/*−^*;Vasa-Cre* testes at P12. The DNA was stained with Hoechst 33342. Scale bar, 50 μm. (**f**) The number of CAP3^+^ PLZF^+^ cells per seminiferous tubules of control and *Bcas2*^*F/*−^*;Vasa-Cre* testes at P12 (in %). At least 150 tubules were counted from 3 different mice. Error bars represent s.e.m.

**Figure 5:**
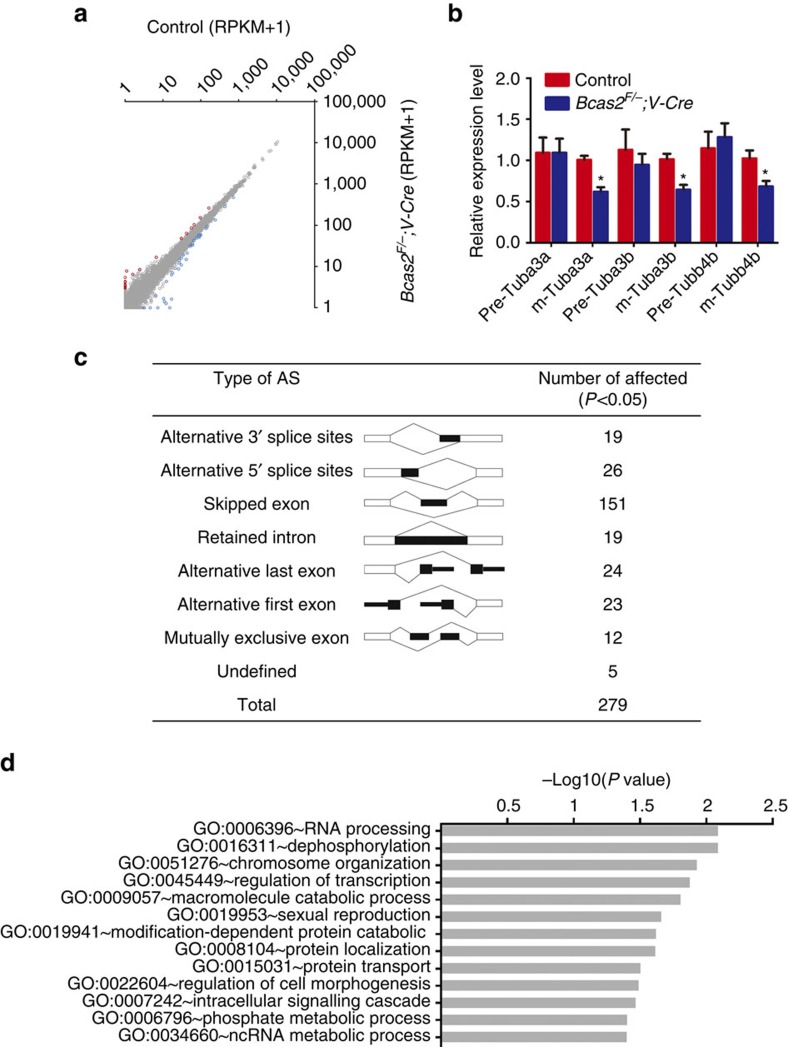
Global analysis of *Bcas2*-mediated alternative splicing (AS). (**a**) Scatter plot of significantly differentially expressed transcripts in *Bcas2*^*F/*−^*;Vasa-Cre* testes compared with the controls. Blue dots represent significantly down-regulated transcripts, while red dots show significantly up-regulated transcripts (*P*<0.05, fold-change of RPKM>1.5). Grey dots illustrated unchanged transcripts. (**b**) Real-time RT-PCR analysis of Pre-mRNA and mature (m) mRNA expression level of *Tuba3a*, *Tuba3b* and *Tubb4b* in control and *Bcas2*^*F/*−^*;Vasa-Cre* testes of P9 mice with *Gapdh* as the internal control (*P<0.05, *n*=5). Error bars represent s.e.m. The pre-mRNA primers were designed in one of the exons and the adjacent intron and the mature mRNA primers were designed to span an exon-exon junction. (**c**) Seven AS events significantly affected by depletion of BCAS2 in the testes at P9. The simple diagrams of seven AS events recognized by ASD software and splicing events affected by depletion of BCAS2 analysing the RNA-seq data using ASD software (*P*<0.05). (**d**) GO term enrichment analysis of genes with significantly affected AS events.

**Figure 6:**
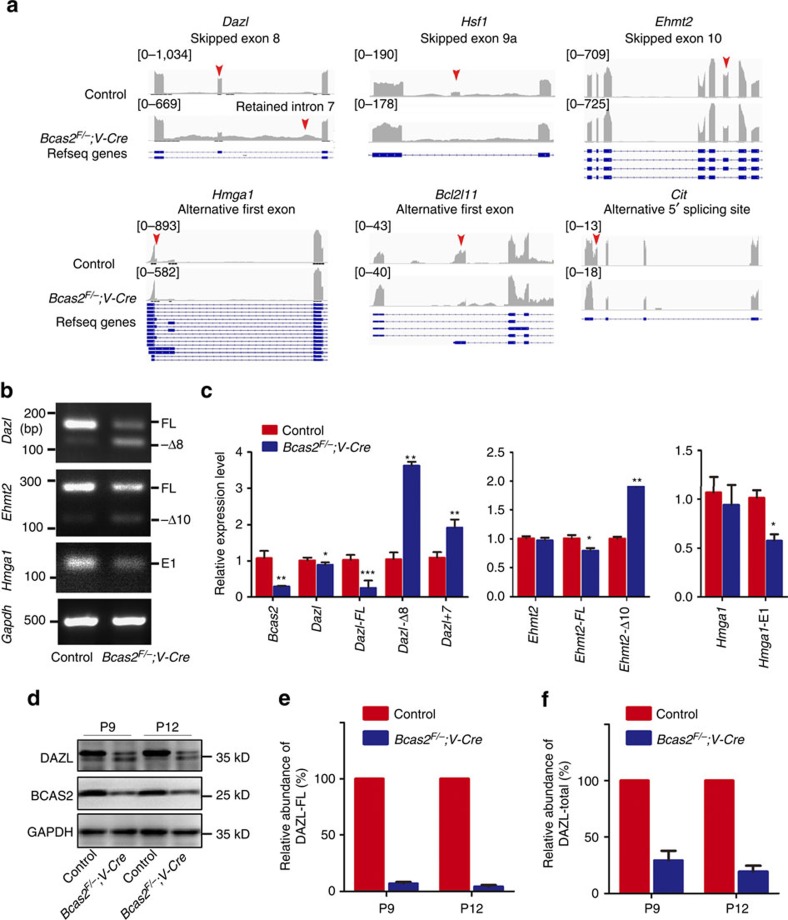
*Bcas2* is involved in pre-mRNA splicing of functional genes during spermatogenesis. (**a**) RNA-seq results of alternative sites in genes related to spermatogenesis using IGV software. Red arrowheads indicate splicing sites. (**b**) RT-PCR analysis of alterative splicing patterns of the changed splicing genes in control and *Bcas2*^*F/*−^*;Vasa-Cre* testes of P9 mice with *Gapdh* as the internal control. RT-PCR was performed with specific primers (Supplementary Table 6) in three independent experiments. (**c**) Real-time RT-RCR verified the changed splicing genes with *Hprt* as the internal control. *Dazl-*FL and *Ehmt2*-FL represent the full-length isoform and *Dazl*-Δ8 and *Ehmt2*-Δ10 denote the short form that lacked exon 8 and exon 10, respectively. An alternative first exon of *Hmga1* was shown by *Hmga1*-E1. *Dazl*+7 primers specifically recognized intron 7 of *Dazl*. *Dazl*, *Ehmt2* and *Hmga1* were detected using primers at the common region (except for the splicing site) of both isoforms (*P<0.05; **P<0.01; ***P<0.001, *n*>5). Error bars represent s.e.m. (**d**) Western blotting analysis of the expression of two isoforms of DAZL in control and *Bcas2*^*F/*−^*;Vasa-Cre* testes of P9 and P12 mice with GAPDH as the loading control. (**e** and **f**) Relative abundances of DAZL-FL (**e**) and DAZL-total (**f**) in control and *Bcas2*^*F/*−^*;Vasa-Cre* testes from P9 and P12 mice were determined by Western blotting analyses of four independent experiments. Error bars represent s.e.m.

**Table 1:** The fertility of *Bcas2* ^*F/*−^ *;Vasa-Cre* males.

**Genotype**		**No. of male mice**	**No. of plugged female mice**	**No. of litters**	**No. of pups per litter**
**Male**	**Female**				
Control	Wt	5	24	23	11.92±0.5
*Bcas2*^*F/*−^*;V-Cre*	Wt	5	23	0	0

How the deposited data were processed for this re-analysis (not part of the article)

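RNA-seq libraries from P9 testes were examined, 1 from control and 1 from *Bcas2* F/*-*;Vasa-Cre* mice. The authors removed adaptor sequences and low-quality reads, aligned the paired-end reads to the mouse genome with TopHat2, counted reads per gene with HTSeq and deposited RPKM values, 1 value for each of 39695 gene entries and library. The paper's text does not name the genome build, the annotation release or the gene lengths behind the RPKM values. Low values were kept by the authors, zeros included. Of the entries, 517 carried no Ensembl identifier, and 37606 (94.7%) were matched by identifier to GENCODE M21 on GRCm38, which gave symbols, positions, biotypes, transcript lengths and GC content.

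Log2 ratios of RPKM + 1 in *Bcas2* F/*-*;Vasa-Cre* over control testes were computed for the 14831 genes with a mean RPKM of at least 1 over both libraries, with the deposited scaling. Genes past 1.5-fold and 2-fold were counted. The genes named in the text were chosen by a rule set before the data were examined: *Bcas2*, the 3 tubulin genes, the marker genes measured by RT-PCR in Fig. 3j, the 6 genes related to spermatogenesis with altered splicing, and the 7 largest falls and 7 largest rises. Genes the paper follows only as stained proteins were not included. Parents of gene copies are named in addition. Medians of gene lists are given as the percentile among 10000 random lists of the same size, in which each gene was replaced by 1 of the 200 genes nearest in mean RPKM.

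Whole reads were recovered from the RPKM values of both libraries, as described at the mapped reads. The depth was 19918750 reads in the control and 19331687 in the *Bcas2* F/*-*;Vasa-Cre* library. A test on these reads followed the MA-plot random sampling model of DEGseq, the authors' own tool, in a separate implementation, with 0 reads replaced by 0.5 and Benjamini-Hochberg adjustment over 25214 genes. It compares the 2 libraries, not the genotypes, and was an alternative only. Intervals of single genes are 95% Clopper-Pearson intervals of the share of reads in the *Bcas2* F/*-*;Vasa-Cre* library and cover counting error only. Counting error was also drawn by dividing each gene's reads between the libraries at random, 100 times.

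The procedures were tested on simulated libraries in which 200 genes had been changed by 2-fold or more. Smaller changes, such as those near 1.5-fold, were not simulated. The simulated reads varied by counting error alone, without a spread between animals or libraries. Of the 191 changed genes that passed the expression filter, 94.2% were called in the right direction at 1.5-fold with the test on reads at an adjusted p-value below 0.05, and 0 of 14687 unchanged genes were called. By fold change alone, 191 of the unchanged genes were past 1.5-fold. Of the unchanged genes, 5.76% had an unadjusted p-value under 0.05. Among 200 lists of unchanged genes, 3.5% fell outside the middle 95% of the random lists. The real libraries spread more than this, with an SD of 0.152 against 0.033 from counting error at a mean RPKM of at least 100. The simulated rates of false calls therefore cannot be carried over to them.

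Alternatives set before the data were examined were pseudocounts of 0.1 and 0.01, a median log2 ratio set to 0, RPKM rescaled to a sum of 1000000 per library, no filter or a minimum of 5 on mean RPKM, and the test on reads. A minimum of 30 reads per gene and the test on reads with unadjusted p-values were added after seeing the data. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, and BLAST+ 2.17.0 for matching gene copies to parent genes. Alternative splicing was not analysed here, because gene-level RPKM does not resolve exons or introns.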

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

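Of the tests in this part, those on gene copies were chosen after their results had been seen, as was the percentile of the non-coding entries outside protein-coding genes. The other tests on non-coding entries were chosen before.

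Outside the genes the paper's text names, 8 genes were more than 2-fold higher in the *Bcas2* F/*-*;Vasa-Cre* library with an adjusted p-value below 0.005 in the test on reads, which compares the 2 libraries and not the genotypes. They stood out because the paper's text reports no gene of this kind at the 2-fold threshold. With the unadjusted p-value, an alternative chosen after seeing the data, 13 genes passed. The gene with the largest rise was the processed pseudogene *Pcna-ps2*, with a log2 ratio of 2.85 and a signal well above its level in the control library, where 2 reads were counted. Its parent gene *Pcna*, to which it is 99.2% identical over its whole length, went from 3320 to 2466 reads. Copies such as *Gm9855* and *Eno1b* showed the opposite pattern, with 330 and 222 reads in the control and 0 in the *Bcas2* F/*-*;Vasa-Cre* library. *Tdg*, the parent of *Gm9855*, rose from 996 to 1479 reads, more than the copy lost. *Eno1*, the parent of *Eno1b*, went from 453 to 463 RPKM, and the reads of *Eno1b* and *Eno1* added together had a log2 ratio of −0.005 after adjusting for library size.

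For the 4 gene copies with fewer than 5 reads in 1 library, the largest p in an exact two-sided binomial test of counting error was 7.46e-04. These genes had been selected by a test on the same reads, so this p adds no separate evidence. Among genes with at least 30 reads, random division of the reads gave on average 0.7 genes more than 2-fold lower and 0.5 higher. Observed were 26 and 11, which argues against counting error for most changed genes with that many reads. *Gm9855*, *Eno1b* and *Pcna-ps2* are among them, and *Stfa2*, with 17 and 2 reads, is not. Movement of reads between a copy and its parent was tested on the 12 changed genes that match another protein-coding gene over at least 50% of their length at 90% identity or more. In 8 of them the parent changed in the opposite direction, which a two-sided exact binomial test does not separate from chance (p = 0.39). Where the parent has many more reads than the copy, its direction says little about such an exchange. In 2 of the 12 pairs the parent changed in the same direction as the copy and their reads added together changed by more than 1.5-fold, so an exchange with that parent does not account for the change. If the libraries carried the mixed background of the paper's methods, a variant between alleles may also move reads between a copy and its parent. The sample labels name a single strain. Such a variant was not tested, since it needs the reads themselves. The changes in the other 10 copies, *Pcna-ps2*, *Gm9855* and *Eno1b* among them, therefore cannot be told apart from an exchange of reads with the parent or such a variant. No biological explanation was tested.

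The 662 non-coding entries (long intergenic, antisense, intronic, bidirectional and processed transcripts) with a mean RPKM of at least 1 had a median log2 ratio of 0.13, against 0.008 for 13004 protein-coding genes, and 470 of them were higher in the *Bcas2* F/*-*;Vasa-Cre* library. The paper's text does not discuss them, and their values were above those of the control library. With the median of all genes set to 0 their median was 0.12, and with at least 30 reads it was 0.14. GC content and gene length did not account for the whole shift. The median stood at the percentile of 100.00 among 10000 lists of protein-coding genes matched on GC content, length and mean RPKM. The percentile was also 100.00 with matching on mean RPKM alone, so it does not show whether they account for a part. If the reads came from introns of host genes, entries inside protein-coding genes should have risen more than those outside. The difference of the medians was 0.015, at the percentile of 80.39 among shuffled labels. The 291 entries outside protein-coding genes had a median of 0.125, also at the percentile of 100.00 among the matched lists, so intronic reads of host genes did not account for the shift. A difference in RNA selection between the 2 libraries was not tested. The shift cannot be told apart from such a difference with 1 library per genotype.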

How the results depend on the processing

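The log2 ratios of *Bcas2*, *Tuba3a*, *Tuba3b* and *Tubb4b* and the medians of the spermatogonia and meiosis prophase I marker lists kept their direction, and stayed within their counting error, under both pseudocounts and both scalings set before the data were examined. The scalings moved these values only slightly, *Bcas2* for example from −0.605 to −0.620 and −0.584. They could not have reversed changes of this size, so the kept direction says little about robustness. With RPKM rescaled to 1000000 per library, *Tubb4b* and *Bcas2* were at −0.58, just inside the 1.5-fold threshold that both passed otherwise.

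The gene counts depended on most of the settings, and the cause was not tested. With the median log2 ratio set to 0 they changed little. In that setting 267 genes were more than 1.5-fold lower and 221 higher, 59 more than 2-fold lower and 61 higher, and 96.7% lay within 1.5-fold. With a pseudocount of 0.1, 457 genes were more than 1.5-fold lower and 454 higher, 126 more than 2-fold lower and 158 higher, and 93.9% of genes lay within 1.5-fold. With a pseudocount of 0.01, the values were 485, 491, 132 and 192 genes and 93.4%. With RPKM rescaled to 1000000 per library, 16133 genes passed the filter on mean RPKM. Of these, 356 were more than 1.5-fold lower and 434 higher, 94 more than 2-fold lower and 149 higher, and 95.1% lay within 1.5-fold. Without a filter on mean RPKM, 468 genes were more than 1.5-fold lower and 511 higher. At 2-fold, 78 were lower and 122 higher, and 97.5% lay within 1.5-fold. That share includes 14481 of 39695 entries at 0 in both libraries, which could not pass any threshold, so it says little about robustness. With a mean RPKM of at least 5, the counts were 104 lower and 46 higher at 1.5-fold and 16 lower and 9 higher at 2-fold, with 98.6% within 1.5-fold. With the test on reads, 173 genes were more than 1.5-fold lower and 80 higher, and 26 more than 2-fold lower and 8 higher.

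Of the alternatives chosen after seeing the data, a minimum of 30 reads gave 100 genes more than 1.5-fold higher, 26 more than 2-fold lower and 11 higher, with 98.0% within 1.5-fold. The test on reads with unadjusted p-values gave 135 genes more than 1.5-fold higher, 28 more than 2-fold lower and 13 higher.

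Among the other genes named, *Ehmt2* changed direction, from −0.02 to 0.006, with RPKM rescaled to 1000000 per library, and both values lie within its counting error. Depth limits the genes with few reads: 52 of the 63 genes more than 2-fold higher and 30 of the 56 more than 2-fold lower had fewer than 30 reads. No paired analysis was possible because each genotype had 1 library.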

Differences from the paper's values

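The paper reports 7 genes lower at the 2-fold threshold, and 56 were found here by fold change alone. At the 1.5-fold threshold the paper reports 39 lower and 20 higher genes, together 59, and 251 lower and 233 higher genes were found here, together 484. None of the alternatives set before the data were examined brought a count within 1.5 times the paper's. The nearest were those with a mean RPKM of at least 5, with 16 genes lower at 2-fold and 104 lower and 46 higher at 1.5-fold. With the test on recovered reads, which follows the model of the authors' tool, the counts were 26 lower at 2-fold and 173 lower and 80 higher at 1.5-fold, together 253. The alternatives chosen after seeing the values did not close the gap either, with 26 genes lower at 2-fold for a minimum of 30 reads and 28 for the unadjusted p-value.

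The paper gives 46333767 mapped reads for the control and 45740076 for the *Bcas2* F/*-*;Vasa-Cre* library. The deposited RPKM values rest on 19918750 and 19331687 counted reads. The reads were paired-end, and the paper's text does not say whether mapped and counted reads are in the same unit. If a pair was counted as a single read, the numbers are not directly comparable and the gap does not measure lost reads. No alternative applied to these numbers.

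The paper's text reports falling genes alone at the 2-fold threshold. Here 8 genes were more than 2-fold higher with an adjusted p-value below 0.005 in the test on reads.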

Other observations

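Of the tests of an explanation in this part, those on GC content and length and on the neutrophil list were chosen before their results were seen. The other tests of an explanation were chosen after. The marker genes of Fig. 3j and the erythroid list were set before the data were examined. The neutrophil and immediate-early lists were written after *S100a8*, *S100a9* and *Fosb* had been seen. The lists describe 2 libraries, and percentiles refer to 10000 random lists matched on mean RPKM.

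At P9 the paper examined marker genes by RT-PCR in other samples (Fig. 3j) and reports similar expression of spermatogonia genes and lower expression of meiosis prophase I genes. In the RNA-seq libraries, the 4 meiosis prophase I genes were lower in *Bcas2* F/*-*;Vasa-Cre* testes, with log2 ratios of −1.11 for *Smc1b*, −0.56 for *Sycp1*, −0.37 for *Dmc1* and −0.30 for *Sycp3*. Their median was −0.47, at the percentile of 0.01. Of the 10 spermatogonia genes, 6 were lower, *Stra8* at −0.61, *Sohlh1* at −0.46, *Dazl* at −0.40, *Kit* at −0.37, *Ddx4* at −0.25 and *Pou5f1* at −0.17, and 4 were higher, *Nanos2* at 0.49, *Neurog3* at 0.47, *Sohlh2* at 0.20 and *Sox2*, with 6 and 7 reads, at 0.03. Their median was −0.21, at the percentile of 0.05. *Rec8* and *Rarg*, which Fig. 3j also shows, were at −0.25 and −0.24. An extended list of 32 meiosis genes had a median of −0.28, and none of the lists matched on GC content, length and mean RPKM was as low (percentile 0.00), so GC content and length did not account for the fall. Among lists of somatic cells, 14 Sertoli cell genes had a median of 0.11 (percentile 99.86) and 10 Leydig cell genes one of 0.08 (percentile 91.83), whereas 7 peritubular cell genes had one of −0.05 (percentile 26.70). A smaller share of germ cells in the *Bcas2* F/*-*;Vasa-Cre* library may lower both germ cell lists, and the spermatogonia list at the percentile of 0.05 would fit such a shift, although its median fell less than that of the meiosis prophase I list. The higher values of *Nanos2*, *Neurog3* and *Sohlh2* go the other way. The 95% Clopper-Pearson intervals of their log2 RPKM ratios, 0.17 to 1.57, 0.11 to 1.15 and 0.08 to 0.35, all exclude 0. These intervals are not adjusted for the number of genes. *Nanos2*, with 29 and 51 reads, and *Neurog3*, with 54 and 81, were not below an adjusted p-value of 0.05 in the test on reads. A list of 13 genes of undifferentiated spermatogonia, *Nanos2* among them, had a median of −0.17 (percentile 0.22), with 8 genes lower. In slightly older testes of other mice, the paper found no significant difference in the number of MVH-positive cells around the basement membrane. RNA from testes mixes germ and somatic cells, so cell composition and a change in transcription cannot be told apart here. More libraries alone would not separate them, and each genotype had only 1.

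Among the 7 largest falls were genes of blood cells, *Slc4a1*, *S100a8* and *S100a9*. A list of 18 other neutrophil genes had a median log2 ratio of −0.17, at the percentile of 0.11, and at 0.01 among lists matched also on GC content and length. Of these 18 genes, 15 were lower and 3 higher, from −0.90 to 0.20, whereas *S100a9* was at −2.95 and *S100a8* at −2.64. A list of 7 erythroid genes had a median of −0.38, at the percentile of 0.01, and without *Slc4a1* the other 6 had a median of −0.32, at the percentile of 0.06. These genes did not fall alike and ranged from −3.38 for *Slc4a1* to 0.11. *Hbb-bs*, the most strongly expressed of them, was the 1 that rose, from 4761 to 4998 reads, and its reads added to those of its paralog *Hbb-bt* had a log2 ratio of 0.02, which goes against fewer red blood cells. A candidate explanation for the neutrophil genes is that fewer white blood cells were included with the *Bcas2* F/*-*;Vasa-Cre* testes. The median of the neutrophil list fell as this hypothesis would have it, but by far less than *S100a8* and *S100a9*. The pseudocount of 1 understates falls at low RPKM, which limits this comparison of sizes. *S100a8* and *S100a9* were not alone, since *Ngp*, a neutrophil gene outside the list, fell from 67 to 6 reads, a log2 ratio of −1.585. *Ngp* was picked from the genes more than 2-fold lower, so it adds no separate evidence. The hypothesis was formed and tested in the same libraries, and a change in the animals themselves was not tested.

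*Fosb* fell by 3.22 on the log2 scale. A list of 24 immediate-early genes, written after *Fosb* had been seen and including it, had a median of −0.21. Without *Fosb*, the other 23 genes had a median of −0.20, and none of the random lists was as low (percentile 0.00). A difference in the stress response between the testes at collection may lower these genes, and with 1 library per genotype it cannot be told apart from an effect of the genotype.

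Of the genes past 1.5-fold, counting error alone gave 44.5% as many, on average over 100 random divisions of the reads. Counting error could therefore explain part of these genes, most of all those with fewer than 30 reads, and not all of them. Reads shared between *Tuba3a* and *Tuba3b* were tested as an explanation of their falls. The reads of both added together had a log2 ratio of −0.79, which follows from the fall of each, so the test does not show whether a fall of 1 gene was spread to the other through shared reads.

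The 6 genes that the paper relates to spermatogenesis among those with altered splicing differed at the gene level. *Hmga1* had a log2 ratio of −0.57 and *Dazl* of −0.40, whereas *Bcl2l11* was at −0.14, *Cit* at −0.14, *Ehmt2* at −0.02 and *Hsf1* at 0.05, the last 4 within their counting error. The values do not resolve exons or introns. A list of 12 genes of the Prp19 complex, *Bcas2* included, had a median of −0.09, at the percentile of 3.94, and 10 of the genes were lower.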
